A study of Mus musculus with 24 samples.

How the data were processed

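Kidneys of 12 male mice carrying Kim1-GCE and a Cre-dependent EGFP-L10a gene, on a mixed background, were taken after sham surgery or 2, 7 or 14 days after bilateral ischemia-reperfusion, 3 mice in each group. From each kidney sample, translating ribosome affinity purification with an antibody against GFP gave bound RNA, and the remainder gave unbound RNA, which the labels call total kidney, so that 24 libraries form 8 groups of 3. Per the submitters' processing notes, reads were aligned with STAR 2.0.4b, counted with featureCounts 1.4.5 of the Subread package and turned into RPKM with edgeR (versions of Subread and edgeR not given). The genome build is not given in the sources used here.

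The deposited table of the authors holds RPKM, 1 column per library. It has 41831 lines for 40750 genes, and the 1081 lines with a repeated gene identifier were identical to their first copies and dropped. Of all genes, 14673 are at 0 in every library. Read counts were not used here, so the depth of each library was inferred from the spacing of its low values: with exon lengths from the GENCODE M21 annotation of GRCm38, between 73.7% and 78.0% of values up to 50 reads came to whole reads within 0.02 reads, where 4% would do so by chance. Inferred depths were 15.72 to 24.66 (median 20.23) in units of 1e+06 reads, so that 1 RPKM of a gene of 1 kb stands for 15.7 to 24.7 reads. The length of that annotation matched the values of 11978 of 15917 genes that could be judged. The 10 most abundant genes held 12.1% to 25.8% of the RPKM total of a library.

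Groups, comparisons, gene lists and the rule for naming genes were fixed before the data were examined. Genes with at least 1 RPKM in at least 3 libraries were tested, 13721 in all. In R 4.3.3, limma 3.58.1 fitted 8 group means to log2 (RPKM + 0.5) of all 24 libraries, with empirical Bayes variances that follow a trend with abundance and no block. Contrasts were each day against sham within each fraction, day 7 against day 2 and day 14 against day 7 in bound RNA, bound against unbound within each time, and the interaction of fraction with each day against sham, 15 in all. F-tests over the 4 times were made within each fraction. P values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. The median standard error of a log2 fold was 0.303, or 0.428 for an interaction. Fold changes are reported from the fit and RPKM as means ± SD of 3 libraries.

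The 30 gene lists were written from general knowledge: proximal tubule transport, proximal tubule metabolism, fatty acid oxidation and peroxisome, oxidative phosphorylation, glycolysis, tubule injury markers, G1 and S phase, G2 and M phase, p53 targets, immediate early and AP-1, chemokines, cytokines and NF-kB, extracellular matrix and fibrosis, unfolded protein and integrated stress response, NRF2 targets, nephron development, EGFR ligands and YAP targets, mitochondrial encoded genes, and markers of macrophages, lymphocytes, neutrophils, endothelium, stroma, podocytes, thick ascending limb, distal convoluted tubule, principal cells, intercalated cells, erythroid cells, S1 and S3 segments. Some genes stand on more than 1 list. Lists with at least 5 tested members were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with a correlation estimated for each list. Members were also adjusted over the list alone.

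Genes named in the report are the 8 with the largest rise and the 8 with the largest fall among the calls of a comparison that have a mean of at least 5 RPKM in the higher group and no overlap between the libraries of the groups (predicted genes without a name passed over), up to 4 members with the smallest p of each list, and a set of fixed genes that includes Havcr1, Lcn2, Foxm1, Mki67, Sox9, Vcam1, Krt20, Cdkn1a, Slc34a1, Lrp2, Slc5a2, Umod, Aqp2, Pecam1 and Cd68. Further list members serve as examples, and some genes this rule selects are not reported here.

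Whether library numbers pair bound and unbound RNA of a mouse was checked on the data. In each of the 12 pairs the deviations from the group means correlated at 0.27 to 0.67 across genes, higher than with the other numbers, so a paired fit is given beside comparisons of fractions. Libraries of different times come from different mice. Between times within a fraction, r of same-numbered libraries ran from -0.37 to 0.37. It was over 0.1 in all 3 pairs only for bound RNA at day 7 and day 14 (0.13, 0.17 and 0.14), where the value with a replicate block is given beside the result.

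The method was tested on simulated data with 100 planted genes of each size. In bound RNA at day 2 against sham it recovered 31% of 2-fold and 89% of 4-fold changes with 7 false calls. In the day 7 interaction it recovered 7% and 57% with 1. Real libraries may give more: 1 mixed split of the day 2 and sham bound libraries called 3265 genes.

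Alternatives planned from the start were pseudocounts of 1 and 0.1, no filter (22827 genes) and a stricter filter of 5 RPKM (8782 genes), median-ratio rescaling, quantile normalization, fits of the compared groups alone, array weights, a replicate block, leaving out each library of the groups compared, and the estimated correlation. Leaving out the third day 14 mouse, limma-voom on approximate reads (RPKM times exon length times inferred depth, 13704 genes) and removing each library's trend with exon length were added after the data were seen. Other software was python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Correlations or overlaps between comparisons that share the sham libraries were not computed, and splicing, variants and strand were left out since the table has 1 value per gene.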

Results

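Bound RNA, from a pull-down aimed at the EGFP-L10a tag of Kim1-Cre-marked cells, was compared with unbound RNA. There were 3 sham mice and 3 each at day 2, 7 and 14 after bilateral ischemia. Fold changes are log2 values fitted by limma over all 24 libraries, and a gene is said to rise or fall where its adjusted p over 13721 tested genes lay under 0.05. Pairwise r across genes within a group was 0.893 at its lowest in day 14 bound, 0.907 in day 2 bound and 0.929 or more in the other groups. The third day 14 mouse stood apart in both fractions: its r with the mean of the other day 14 libraries was 0.901 in bound and 0.941 in unbound, while those libraries correlated with each other at 0.975 and 0.98. Against sham, the median log2 fold of all tested genes was 0.16, 0.13 and 0.18 in bound RNA at day 2, day 7 and day 14, and 0.20, 0.18 and 0.22 in unbound RNA. After median-ratio rescaling of the libraries these medians lay between -0.04 and 0.02, so gene and list changes stand against that shift. Over the 6 comparisons with sham, 67% of the calls were higher, against 47% after median-ratio rescaling and 49.7% after quantile normalization.

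In bound RNA at day 2, genes of the injured tubule rose by wide margins. Krt20, a keratin of stressed epithelium, went from 1.32 ± 0.845 to 180.5 ± 61.7 RPKM (log2 fold 6.68, SE 0.52, adjusted p = 1.42e-07). Havcr1, which encodes KIM-1 and drives the Cre, went from 2.87 ± 2.38 to 125 ± 80.9 RPKM (log2 fold 5.21, SE 0.61, adjusted p = 7.96e-06). Lcn2, a secreted injury protein, rose from 18.8 ± 13.0 to 229 ± 134 RPKM (log2 fold 3.61, adjusted p = 0.00063). The small proline-rich genes Sprr2f (log2 fold 7.40), Sprr2g (6.50) and Sprr1a (6.30), the glutathione transferase gene Gsta1 (5.76), the protease inhibitor gene Timp1 (5.28) and Apoc2 (5.11) completed the strongest rises. Among the 32 tested tubule injury markers 25 rose and 7 did not pass (27 called when adjusted over the list alone). Spp1 rose by a log2 fold of 5.09, Tnfrsf12a by 3.83 and Sox9, a transcription factor of regenerating tubule, by 3.44 (adjusted p = 7.27e-05). Their median log2 fold was 2.48 (camera adjusted p = 3e-18; adjusted p = 0.153 with an estimated correlation). Vcam1 did not pass at this time (log2 fold 1.03, adjusted p = 0.198).

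Genes of the dividing cell rose together in the same libraries. All 30 tested G2 and M phase genes rose (30 when adjusted over the list alone), with a median log2 fold of 3.14 (camera adjusted p = 9.12e-32; adjusted p = 0.15 with an estimated correlation). Foxm1, a transcription factor of the G2 and M phase program, went from 0.456 ± 0.280 to 6.69 ± 1.38 RPKM (log2 fold 2.94, SE 0.37, adjusted p = 1.97e-05), and Ccnb2 (4.89), Birc5 (4.81), Ube2c (4.32), Cdca8 (3.75) and Mki67 (3.44) rose further. Among 30 G1 and S phase genes 24 rose (26 when adjusted over the list alone; median 1.49, camera adjusted p = 9.66e-13, adjusted p = 0.211 with an estimated correlation), led by Uhrf1 (3.36), Gins2 (3.14) and Ccne1 (2.97). Of 21 p53 targets 9 rose (12 up and 1 down when adjusted over the list alone). Their median was 0.93 (camera adjusted p = 0.000306, adjusted p = 0.211 with an estimated correlation). Among those that rose were the cyclin-dependent kinase inhibitor gene Cdkn1a (3.59, adjusted p = 6.2e-05) and Phlda3 (2.34).

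Transcripts of proximal tubule metabolism fell. Of 27 tested members 17 fell (18 when adjusted over the list alone; median -1.61, camera adjusted p = 4.87e-14, adjusted p = 0.153 with an estimated correlation). Hao2, a peroxisomal oxidase gene, went from 695 to 91.1 RPKM (log2 fold -3.39, adjusted p = 0.000341), and Aadat (-2.47) and the urea cycle gene Ass1 (-2.43) fell as well. Among the steepest falls were Akr1c18 (-4.70), the distal tubule genes Pvalb (-4.46) and Egf (-3.41, SE 0.33, adjusted p = 2.24e-06), Hpd (-4.30), Mep1b (-3.93), Akr1c14 (-3.78), Inmt (-3.72) and Cyp2d9 (-3.47). In proximal tubule transport 6 of 27 genes fell and 1, the glucose transporter gene Slc5a1 (1.24), rose (8 when adjusted over the list alone; median -0.35, camera adjusted p = 0.00215, adjusted p = 0.486 with an estimated correlation). The phosphate transporter gene Slc34a1 went from 557 ± 41.7 to 178 ± 72.0 RPKM (log2 fold -1.72, SE 0.39, adjusted p = 0.0045), and Lrp2, which encodes megalin, fell too (-1.53, adjusted p = 0.0038). Fatty acid oxidation and peroxisome genes fell in 8 of 28 cases (9 when adjusted over the list alone; median -0.46, camera adjusted p = 1.32e-05, adjusted p = 0.321 with an estimated correlation). Acadm went from 705 to 141 RPKM (log2 fold -2.46). Oxidative phosphorylation genes fell in 12 of 30 (12 when adjusted over the list alone; median -0.21, camera adjusted p = 3.05e-05, adjusted p = 0.321 with an estimated correlation), Sdha (-2.17) and Ndufs1 (-1.74) among them. In the S3 segment list 4 of 11 fell and 1 rose (7 when adjusted over the list alone; median -1.20, camera adjusted p = 0.00017, adjusted p = 0.321 with an estimated correlation), Cyp7b1 by a log2 fold of -3.09. In the S1 list 2 of 9 fell (2 when adjusted over the list alone; median -0.23, camera adjusted p = 0.0177, adjusted p = 0.417 with an estimated correlation). Slc5a2 did not pass (-0.57, adjusted p = 0.338). The S1 median was -0.46 without sham bound replicate 3 and -0.38 without day 2 bound replicate 1. The oxidative phosphorylation median was -0.10, -0.12 and -0.39 without sham bound replicate 3, day 2 bound replicate 1 and day 2 bound replicate 3.

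Stress, inflammatory and matrix lists of the bound fraction moved up at day 2. Of 17 immediate early and AP-1 genes 11 rose (14 when adjusted over the list alone; median 1.66, camera adjusted p = 4.62e-06), with Fosl1 at 4.37 and Egr1 at 2.90. Of 24 chemokine, cytokine and NF-kB genes 12 rose (15 when adjusted over the list alone; median 1.29, camera adjusted p = 6.94e-06), with Ccl20 (4.37) and Cxcl1 (3.77). Of 23 extracellular matrix and fibrosis genes 13 rose (17 when adjusted over the list alone; median 1.90, camera adjusted p = 2.33e-06), with Col1a1 at 5.01 and Col4a1 at 2.12. Each of these 3 lists had adjusted p = 0.321 with an estimated correlation. NRF2 targets rose in 10 of 15 cases and fell in 1 (12 when adjusted over the list alone; median 1.03, camera adjusted p = 0.000734, adjusted p = 0.153 with an estimated correlation), with Akr1b8 (3.59), Hmox1 (2.35), Srxn1 (2.14) and Txnrd1 (1.68). Unfolded protein and integrated stress response genes rose in 6 of 18 (7 when adjusted over the list alone; median 0.52, camera adjusted p = 0.00403, adjusted p = 0.321 with an estimated correlation), with Atf5 (2.07) and Atf4 (1.46). EGFR ligands and YAP targets rose in 5 of 15 (5 when adjusted over the list alone; median 0.34, camera adjusted p = 0.0498, adjusted p = 0.523 with an estimated correlation), with Ankrd1 (3.29) and Hbegf (1.25). Glycolysis genes split, 2 up (Hk2 at 2.70) and 3 down (Pfkm at -1.91) of 18 (9 when adjusted over the list alone; median -0.25, camera adjusted p = 0.0185, adjusted p = 0.321 with an estimated correlation). Nephron development genes had 3 rises and 1 fall in 16 (7 when adjusted over the list alone; median 0.50, camera adjusted p = 0.471). Without day 2 bound replicate 1 the median of unfolded protein and integrated stress response genes was 0.81 and that of EGFR ligands and YAP targets 0.60. The latter was 0.18 without day 2 bound replicate 3.

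Markers of other kidney cell types were measured in the same bound libraries. The 4 lists of distal nephron cells went down. Thick ascending limb markers fell in 5 of 11 cases (5 when adjusted over the list alone; median -0.53, camera adjusted p = 0.000697, adjusted p = 0.315 with an estimated correlation). Distal convoluted tubule markers fell in 3 of 9 (5 when adjusted over the list alone; median -0.91, camera adjusted p = 0.000162, adjusted p = 0.178 with an estimated correlation), and principal cell markers fell in 2 of 10 (4 when adjusted over the list alone; median -1.02, camera adjusted p = 0.000548, adjusted p = 0.321 with an estimated correlation). Of 11 intercalated cell markers 4 fell and 1 rose (5 when adjusted over the list alone; median -0.55, camera adjusted p = 0.00919, adjusted p = 0.321 with an estimated correlation). Without sham bound replicate 3 the principal cell median was -0.22 (adjusted p = 0.0945), and it was -1.63 and -1.67 without sham bound replicate 1 and day 2 bound replicate 3. The intercalated cell median was -0.30 without sham bound replicate 2 and -0.33 without day 2 bound replicate 3, where the thick ascending limb median was -0.31. Neutrophil markers rose in 4 of 6 (6 when adjusted over the list alone; median 2.57, camera adjusted p = 0.00536, adjusted p = 0.321 with an estimated correlation), with Il1r2 at 2.95 and S100a8 and S100a9 both at 3.06. The other marker lists did not pass: macrophage (3 of 17 rose, 3 when adjusted over the list alone, median 1.25, camera adjusted p = 0.0639), lymphocyte (median -0.50, 0.192), endothelial (-0.05, 0.187), stromal (1 of 12 rose, 0 when adjusted over the list alone, 0.60, 0.48) and podocyte (-0.26, 0.0595). Mitochondrial encoded genes had a median of 0.10 and a mean of 0.06 while the test pointed down (camera adjusted p = 0.698). Erythroid genes, 1 of 6 falling (1 when adjusted over the list alone), had a median of 0.38 with the test down (camera adjusted p = 0.35). Umod (-0.14, adjusted p = 0.819), Aqp2 (-0.75, 0.495) and Pecam1 (0.46, 0.378) did not pass. Sham bound replicate 3 carried 350.1 RPKM of Aqp2 and the other sham bound libraries 39.2 and 114.

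By limma, 2718 genes were called at day 2 in bound RNA, 1829 higher and 889 lower (67.3% higher; 46.6% after median-ratio rescaling and 50.7% after quantile normalization), and 1730 of the calls changed at least 2-fold. The count was 1349 without day 2 bound replicate 2, 1544 without replicate 3 and 1686 without sham bound replicate 1. Leaving out 1 library also ended the list calls of S1 (adjusted p up to 0.0561), glycolysis (0.0767), principal cell (0.0945, sham bound replicate 3) and EGFR ligands and YAP targets (0.0844). It also ended the calls of Cd68 (log2 fold 2.48, adjusted p = 0.0181, up to 0.0765), S100a8 (up to 0.183), S100a9 (up to 0.151) and Slc5a1 (up to 0.0518).

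**Figure D1:**
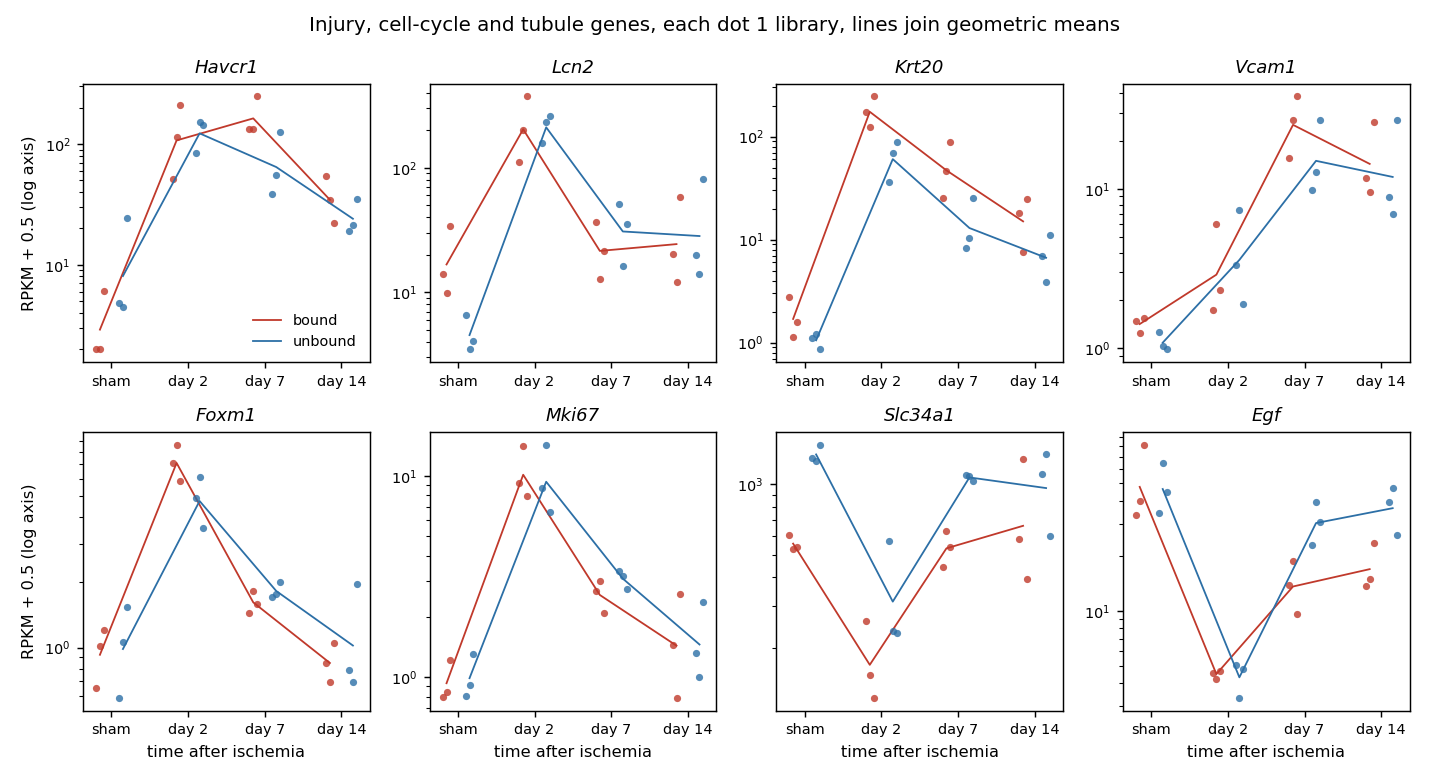
RPKM plus 0.5 on a log axis for 8 genes in libraries of sham mice and of 3 times after injury, bound in red and unbound in blue; each dot is 1 library and the lines join geometric means of 3. Krt20 and Foxm1 peaked at day 2 in both fractions, while the Vcam1 means were highest at day 7.

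At day 7 the bound fraction was marked by chemokines and Vcam1. Ccl2, which attracts monocytes, went from 0.605 to 124 ± 59.0 RPKM (log2 fold 6.83, SE 0.70, adjusted p = 3.76e-06). The ubiquitin-like gene Ubd rose from 0.916 to 170 ± 87.3 RPKM (log2 fold 6.77, adjusted p = 2.5e-07). Ccl5 (5.42), Defb36 (5.34), Cxcl1 (4.94) and the calcium-binding S100a6 (4.86) followed. Chemokine, cytokine and NF-kB genes rose in 16 of 24 cases (20 when adjusted over the list alone; median 2.03, camera adjusted p = 2.4e-09, adjusted p = 0.286 with an estimated correlation). Vcam1, an adhesion molecule, went from 0.928 ± 0.159 to 26.5 ± 11.3 RPKM (log2 fold 4.15, SE 0.55, adjusted p = 6.33e-05). Havcr1 stood at 170 ± 67.2 RPKM (log2 fold 5.81, SE 0.61, adjusted p = 5.14e-06) and Krt20 at 52.9 RPKM (log2 fold 4.79). Lcn2 at 23.0 ± 11.95 RPKM did not pass against sham (log2 fold 0.36, adjusted p = 0.726). Injury markers rose in 20 of 32 cases (20 when adjusted over the list alone; median 1.5, camera adjusted p = 8.05e-11, adjusted p = 0.286 with an estimated correlation), with C3 at 3.58 and Spp1 at 3.95. P53 targets rose in 12 of 21 (12 when adjusted over the list alone; median 1.08, camera adjusted p = 9.67e-06, adjusted p = 0.286 with an estimated correlation), with Cdkn1a at 3.82, Phlda3 at 3.62 and Plk2 at 1.92. Immediate early and AP-1 genes rose in 9 of 17 (12 when adjusted over the list alone; median 1.30, camera adjusted p = 0.00098, adjusted p = 0.505 with an estimated correlation), with Atf3 at 3.11.

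The cell cycle split at day 7. G2 and M phase genes still rose in 15 of 30 cases (19 when adjusted over the list alone; median 1.17, camera adjusted p = 1.96e-06, adjusted p = 0.473 with an estimated correlation). Birc5 rose by 2.49 and Mki67 by 1.45 (adjusted p = 0.0106), whereas Foxm1 did not pass (log2 fold 0.80, adjusted p = 0.126). Of 30 G1 and S phase genes 3 rose (3 when adjusted over the list alone; median 0.19, camera adjusted p = 0.806).

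Genes of fatty acid oxidation fell at day 7 in bound RNA. Hadha (log2 fold -1.70, adjusted p = 9.47e-05), Hadhb (-1.58) and Ppargc1a (-1.51), a coactivator of mitochondrial genes, fell. In all, 16 of 28 members of this list fell (21 when adjusted over the list alone; median -1.12, camera adjusted p = 1.84e-11, adjusted p = 0.286 with an estimated correlation). Proximal tubule metabolism had 6 falls and 2 rises in 27 (12 when adjusted over the list alone; median -0.77, camera adjusted p = 0.00132, adjusted p = 0.505 with an estimated correlation). Hpd (-3.64) and Pck1, a gluconeogenic enzyme gene (-2.13), fell. Glycolysis genes fell in 5 of 18 and rose in 1 (6 when adjusted over the list alone; median -0.51, camera adjusted p = 0.0018, adjusted p = 0.286 with an estimated correlation), with Pfkm (-1.76) and Hk1 (-1.30). Oxidative phosphorylation went both ways, 7 up and 8 down of 30 (20 when adjusted over the list alone), with Sdha at -2.22. The median was 0.13 and the mean 0.06 while the test pointed down (camera adjusted p = 0.463). Transport genes had 4 rises and 2 falls in 27 (6 when adjusted over the list alone; median 0.26, camera adjusted p = 0.971): Slc5a1 rose (1.41) and Slc34a1 did not pass (-0.07, adjusted p = 0.924). In the S3 list 2 of 11 rose (2 when adjusted over the list alone; median 0.68, camera adjusted p = 0.0777), Slc7a12 by 2.73. The S1 list did not pass (median -0.07, camera adjusted p = 0.371), nor did Slc5a2 (0.47, adjusted p = 0.417).

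Other cell types parted at day 7 in bound RNA. Macrophage markers rose in 9 of 17 cases (14 when adjusted over the list alone; median 1.92, camera adjusted p = 0.000159, adjusted p = 0.505 with an estimated correlation), with Cd74 at 2.32 and Cd14 at 2.36. Matrix genes rose in 7 of 23 (7 when adjusted over the list alone; median 0.90, camera adjusted p = 0.00261, adjusted p = 0.633 with an estimated correlation). Principal cell markers fell in 8 of 10 (10 when adjusted over the list alone; median -1.73, camera adjusted p = 2.31e-07, adjusted p = 0.286 with an estimated correlation). Aqp3 went from 185 ± 202 to 18.4 RPKM (log2 fold -2.70), and Aqp4 (-2.18) and Gata3 (-1.84) fell. Podocyte markers fell in 7 of 12 (8 when adjusted over the list alone; median -1.20, camera adjusted p = 9.67e-06, adjusted p = 0.286 with an estimated correlation), with Podxl at -1.65. Without sham bound replicate 3 the principal cell median was -0.95 (adjusted p = 8.23e-05), the podocyte median -0.70 (0.00273) and the fold of Aqp3 -1.79. Intercalated cell markers fell in 5 of 11 (5 when adjusted over the list alone; median -0.97, camera adjusted p = 7.63e-05), Atp6v1b1 by -2.27. Thick ascending limb markers fell in 3 of 11 with 1 rise (4 when adjusted over the list alone; median -0.57, camera adjusted p = 0.00132), Slc12a1 by -1.26 and Egf by -1.81. Distal convoluted tubule markers fell in 3 of 9 with 1 rise (4 when adjusted over the list alone; median -0.74, camera adjusted p = 0.00378), Slc12a3 by -1.67. These 3 lists had adjusted p = 0.286 with an estimated correlation. Endothelial markers fell in 3 of 14 (3 when adjusted over the list alone; median -0.71, camera adjusted p = 0.000159, adjusted p = 0.473 with an estimated correlation), with Ehd3 at -1.56. Umod (-0.88, adjusted p = 0.0816), Aqp2 (-1.76, 0.0788) and Pecam1 (-0.71, 0.152) did not pass. In the unbound fraction of the same mice the medians were 0.14 for the principal cell and 0.22 for the podocyte list.

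Limma called 3116 genes at day 7 in bound RNA, 2080 higher and 1036 lower (66.8% higher; 46% after median-ratio rescaling and 49.2% after quantile normalization). The count was 1915 without day 7 bound replicate 3, 1975 without replicate 2, 1947 without sham bound replicate 1 and 1973 without sham bound replicate 2. Leaving out 1 library also ended the proximal tubule metabolism call (adjusted p up to 0.0538) and the calls of Lrp2 (log2 fold -1.14, adjusted p = 0.0213, up to 0.11) and Cd68 (2.13, 0.0351, up to 0.132).

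At day 14 Ubd and Ccl2 were again among the largest rises in bound RNA. Ubd (log2 fold 5.18, SE 0.55, adjusted p = 2.72e-05), Ccl2 (4.71, adjusted p = 0.000513), Defb36 (4.0), Retnla (4.63), Lyz2 (3.90) and Timp1 (3.69) rose. The urea transporter gene Slc14a2 (-3.21), Clic3 (-2.54), Shroom4 (-2.44), Tspan1 (-2.43) and Rapgef3 (-2.35) fell. Havcr1 stood at 36.4 ± 16.1 RPKM (log2 fold 3.57, SE 0.61, adjusted p = 0.00159) and Vcam1 at 15.4 ± 9.09 RPKM (log2 fold 3.34, adjusted p = 0.00123). Krt20 (3.15), Cdkn1a (2.66) and Sox9 (2.39) were also higher. Slc14a2 stood at -1.72 without sham bound replicate 3, and Lyz2 at 2.49 without day 14 bound replicate 3. Foxm1 (-0.13, adjusted p = 0.849), Mki67 (0.62, 0.287), Lcn2 (0.54, 0.599) and Slc34a1 (0.25, 0.696) did not pass. Injury markers rose in 11 of 32 cases (13 when adjusted over the list alone; median 0.72, camera adjusted p = 6.13e-05, adjusted p = 0.578 with an estimated correlation). Chemokine, cytokine and NF-kB genes rose in 12 of 24 (15 when adjusted over the list alone; median 1.30, camera adjusted p = 3.85e-06, adjusted p = 0.569 with an estimated correlation). Without the third day 14 mouse their median was 0.80 (adjusted p = 0.00241). P53 targets rose in 7 of 21 (8 when adjusted over the list alone; median 0.51, camera adjusted p = 0.00428, adjusted p = 0.569 with an estimated correlation), Phlda3 at 2.80. The G2 and M phase list did not pass (2 of 30 rose, 1 when adjusted over the list alone; median 0.52, camera adjusted p = 0.0996). Nor did the G1 and S phase list (1 of 30 fell, 0 when adjusted over the list alone; median -0.09, camera adjusted p = 0.104).

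Lipid and sugar catabolism stayed low in bound RNA at day 14. Fatty acid oxidation and peroxisome genes fell in 11 of 28 cases (13 when adjusted over the list alone; median -0.81, camera adjusted p = 2.64e-08, adjusted p = 0.569 with an estimated correlation). Hadha (-1.70), Acaa2 (-1.53) and Ppargc1a (-1.20) fell. Glycolysis genes fell in 7 of 18 and rose in 1 (13 when adjusted over the list alone; median -0.66, camera adjusted p = 3.85e-06, adjusted p = 0.184 with an estimated correlation), with Pfkm (-1.48), Pfkl (-1.26) and Hk1 (-1.23). The S3 list rose in 3 of 11 (7 when adjusted over the list alone; median 1.15, camera adjusted p = 0.0184, adjusted p = 0.66 with an estimated correlation), among them the androgen-regulated Kap from 4292 to 29470 RPKM (log2 fold 2.62). The S3 median was 0.62 without day 14 bound replicate 1 (adjusted p = 0.253). Oxidative phosphorylation was again mixed, 5 up and 6 down (17 when adjusted over the list alone; median 0.10, mean 0.05, test down, camera adjusted p = 0.396).

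Leukocyte and matrix genes of the day 14 bound fraction moved with the third mouse. Macrophage markers rose in 9 of 17 cases (16 when adjusted over the list alone; median 2.11, camera adjusted p = 1.34e-06, adjusted p = 0.569 with an estimated correlation), with Aif1 at 2.89 and Cd74 at 2.44. Without the third day 14 mouse the median was 1.04 (adjusted p = 8.16e-05). Matrix genes rose in 7 of 23 (14 when adjusted over the list alone; median 1.39, camera adjusted p = 1.79e-05, adjusted p = 0.578 with an estimated correlation), with Col3a1 at 3.62, Col1a1 at 3.41 and Fn1 at 2.98. The median was 0.54 without that mouse (adjusted p = 0.0109), with Aif1 at 1.91, Col3a1 at 2.15 and Col1a1 at 2.26. Lyz2 reached 1112 RPKM in that mouse and 50.9 and 68.8 RPKM in the others. Stromal markers rose in 3 of 12 (4 when adjusted over the list alone; median 1.16, camera adjusted p = 0.0192, adjusted p = 0.672 with an estimated correlation), a call that ended without it (0.33, adjusted p = 0.239). The stromal median was 1.80 without day 14 bound replicate 2, and the call also ended without sham bound replicate 3. Principal cell markers fell in 3 of 10 (7 when adjusted over the list alone; median -1.26, camera adjusted p = 3.64e-06, adjusted p = 0.569 with an estimated correlation). Podocyte markers fell in 1 of 12 (4 when adjusted over the list alone; median -0.86, camera adjusted p = 0.000109, adjusted p = 0.569 with an estimated correlation). Without sham bound replicate 3 the principal cell median was -0.58 (adjusted p = 0.00466) and the podocyte median -0.36 (0.0379), and without sham bound replicate 1 the principal cell median was -1.90.

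At day 14 in bound RNA limma called 1824 genes, 1195 higher and 629 lower (65.5% higher; 40.7% after median-ratio rescaling and 46% after quantile normalization). The count was 788 without day 14 bound replicate 1, 1191 without replicate 2, 902 without sham bound replicate 1, 907 without sham bound replicate 2 and 2855 without both libraries of the third day 14 mouse. Leaving out 1 library ended the calls of the p53 list (sham bound replicate 3, adjusted p = 0.0507) and the S3 list (sham bound replicate 3 or day 14 bound replicate 1 or 2, up to 0.253). Of the named genes called, 55 of 85 kept their calls in every such fit. With only the compared groups in the fit the count of genes was 21, and with array weights 4819.

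Between day 2 and day 7 in bound RNA most cell-cycle genes fell and most S3 genes rose. All 30 G2 and M phase genes fell (30 when adjusted over the list alone; median -2.02, camera adjusted p = 4.32e-30, adjusted p = 0.0903 with an estimated correlation). So did 22 of 30 G1 and S phase genes (26 when adjusted over the list alone; median -1.53, camera adjusted p = 2.05e-18, adjusted p = 0.146 with an estimated correlation). Rrm2 went from 91.3 to 6.65 RPKM (log2 fold -3.65, SE 0.55, adjusted p = 0.000485), and Foxm1 (-2.14) and Mki67 (-1.98) fell. NRF2 targets fell in 7 of 15 (8 when adjusted over the list alone; median -0.71, camera adjusted p = 3.41e-05, adjusted p = 0.0903 with an estimated correlation). S3 markers rose in 8 of 11 (8 when adjusted over the list alone; median 1.88, camera adjusted p = 6.81e-10, adjusted p = 0.146 with an estimated correlation), with Slc7a12 (4.43) and Cyp7b1 (3.60). Proximal tubule metabolism genes rose in 8 of 27 with 1 fall (14 when adjusted over the list alone; median 0.99, camera adjusted p = 1.58e-07, adjusted p = 0.504 with an estimated correlation), with Aadat at 2.78. Fatty acid oxidation genes fell in 2 of 28 (3 when adjusted over the list alone; median -0.61, camera adjusted p = 0.000996, adjusted p = 0.586 with an estimated correlation), a call that ended without day 2 bound replicate 1 (median -0.34, adjusted p = 0.2). Principal cell markers fell in 1 of 10 (1 when adjusted over the list alone; median -0.92, camera adjusted p = 0.00967, adjusted p = 0.586 with an estimated correlation), a call that ended without day 2 bound replicate 3 (median -0.36, adjusted p = 0.317) or day 7 bound replicate 3 (0.0806). Thick ascending limb markers had 3 rises and 1 fall in 11 (6 when adjusted over the list alone; median -0.24, mean 0.05, test up, camera adjusted p = 0.641). Ptgds, a prostaglandin synthase gene, went from 2.42 to 63.2 RPKM (log2 fold 4.42, SE 0.39, adjusted p = 2.54e-06) and Akr1c18 from 7.35 to 167 RPKM (4.34). Mep1b (4.0), Slc22a7 (4.09), Ccl5 (5.22), Ubd (4.50) and Vcam1 (3.12) rose. Fabp1, a fatty acid binding protein gene, fell from 89.9 to 2.35 RPKM (log2 fold -5.03, SE 0.59, adjusted p = 5.53e-05), and Cyp2a5 (-3.86) and Lcn2 (-3.25, adjusted p = 0.00449) fell. Havcr1 did not pass (0.61, adjusted p = 0.599). In all 973 genes were called, 488 higher and 485 lower. The count was 450 without day 2 bound replicate 2 and 532, 427 and 505 without day 7 bound replicates 1, 2 and 3, and 43 of 66 named genes kept their calls in every fit that left out 1 library. It was 1676 without both libraries of the third day 14 mouse.

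From day 7 to day 14 no bound gene passed: limma called 0 genes, with 868 at an unadjusted p under 0.05, and limma-voom on approximate reads also called 0. With the replicate block 4 genes were called, and 12 without both libraries of the third day 14 mouse. Havcr1 (log2 fold -2.24, SE 0.61, adjusted p = 0.369), Krt20 (-1.64, 0.522), Cdkn1a (-1.16, 0.744), Mki67 (-0.84, 0.771) and Vcam1 (-0.81, 0.834) were lower on average. As lists, injury markers (median -0.86, camera adjusted p = 2.79e-13), G2 and M phase genes (-0.73, 2.34e-11) and chemokine, cytokine and NF-kB genes (-0.63, 2.19e-06) went down and fatty acid oxidation genes (0.32, 0.000221) up, each with adjusted p = 0.535 with an estimated correlation. Adjusted over the list alone, 7 injury markers, 1 G2 and M phase gene and 1 chemokine, cytokine and NF-kB gene were called. With the replicate block the lists of proximal tubule metabolism (median 0.24, camera adjusted p = 0.0452), podocytes (0.31, 0.0364) and the S1 segment (0.32, 0.0454) were also called. Without day 7 bound replicate 1 the count of genes was 6, and without day 14 bound replicate 2 the fatty acid oxidation call ended (adjusted p = 0.0693). That fit gave -0.36 for G2 and M phase genes and -0.28 for chemokine, cytokine and NF-kB genes, which stood at -0.98 without day 7 bound replicate 1 and -1.10 without day 14 bound replicate 3.

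The unbound fraction, which holds RNA of all kidney cells, was also marked by injury and cell-cycle genes at day 2. Lcn2 went from 4.20 ± 1.65 to 215 ± 52.2 RPKM (log2 fold 5.54, SE 0.65, adjusted p = 1.61e-05) and Spp1 from 463 to 14830 RPKM (5.02). Krt20 (5.84, adjusted p = 8.5e-07), Sprr2f (6.32), Apoc2 (6.12), Gsta1 (5.68), Timp1 (5.22) and Havcr1 (3.93, adjusted p = 0.000215) rose. Injury markers rose in 28 of 32 cases (28 when adjusted over the list alone; median 2.55, camera adjusted p = 4.49e-22). G2 and M phase genes rose in 30 of 30 (30 when adjusted over the list alone; median 2.93, camera adjusted p = 5.06e-32), with Foxm1 at 2.27 and Mki67 at 3.24. G1 and S phase genes rose in 26 of 30 (27 when adjusted over the list alone; median 2.16, camera adjusted p = 4.41e-18), with Rrm2 at 4.15. Lower were Cyp7b1 (-4.94, SE 0.54, adjusted p = 8.31e-06), Akr1c18 (-4.80), Mep1b (-4.65), Pvalb (-4.53), Serpina1d (-4.39), Cyp2d12 (-4.25), Slc7a12 (-4.17) and Egf (-3.43). Slc34a1 went from 1339 ± 112 to 346 ± 196 RPKM (-2.09, adjusted p = 0.00125). Proximal tubule metabolism fell in 13 of 27 (19 when adjusted over the list alone; median -1.37, camera adjusted p = 3.79e-14), and the S3 list fell in 7 of 11 (8 when adjusted over the list alone; median -1.74, camera adjusted p = 4.61e-10). Each of these 5 lists had adjusted p = 0.0777 with an estimated correlation. Transport genes fell in 9 of 27 (13 when adjusted over the list alone; median -0.59, camera adjusted p = 1.21e-08, adjusted p = 0.245 with an estimated correlation), with a median of -0.32 without day 2 unbound replicate 2. Endothelial (median 0.22, camera adjusted p = 0.939), podocyte (0.15, 0.817) and principal cell markers (-0.12, 0.125) did not pass. In all 2030 genes were called, 1339 higher and 691 lower (66% higher; 50.8% after median-ratio rescaling and 50.5% after quantile normalization). The count was 858 without day 2 unbound replicate 2, 1272 without replicate 3, 1239 without sham unbound replicate 1 and 1182 without sham unbound replicate 3. The Vcam1 call (1.73, adjusted p = 0.0399) and the Lrp2 call (-1.18, 0.0241) ended without 1 library (adjusted p up to 0.239 and 0.136).

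In unbound RNA at day 7 Ubd (log2 fold 4.92, SE 0.55, adjusted p = 4.99e-05), Ccl2 (4.85, adjusted p = 0.00126), Il1f6 (4.12), Defb36 (3.87), Vcam1 (3.79), Cxcl1 (3.78) and Krt20 (3.62) rose and Serpina1d fell (-4.38, adjusted p = 0.000107). Havcr1 (3.00, adjusted p = 0.0229) passed with all libraries. Leaving out 1 library ended this call in 4 of 6 fits (adjusted p up to 0.177, without day 7 unbound replicate 3). Chemokine, cytokine and NF-kB genes rose in 6 of 24 (22 when adjusted over the list alone; median 1.38, camera adjusted p = 2.23e-18, adjusted p = 0.202 with an estimated correlation). Injury markers rose in 13 of 32 (24 when adjusted over the list alone; median 1.73, camera adjusted p = 1.94e-20, adjusted p = 0.202 with an estimated correlation). G2 and M phase genes rose in 6 of 30 (26 when adjusted over the list alone; median 1.28, camera adjusted p = 1.04e-15, adjusted p = 0.295 with an estimated correlation). Macrophage markers rose in 2 of 17 (15 when adjusted over the list alone; median 2.28, camera adjusted p = 8.17e-12, adjusted p = 0.38 with an estimated correlation). Fatty acid oxidation genes fell in 1 of 28 (5 when adjusted over the list alone; median -0.39, camera adjusted p = 7.47e-15, adjusted p = 0.202 with an estimated correlation). At day 14 Retnla (5.89), Col1a1 (4.29, SE 0.82, adjusted p = 0.015), Ubd (4.23, adjusted p = 0.000594), Lyz2 (4.13), Ccl2 (3.87) and Vcam1 (3.46) rose and Serpina1d (-3.28) and Cyp4a12b (-2.44) fell. Matrix genes rose in 6 of 23 (19 when adjusted over the list alone; median 1.5, camera adjusted p = 2.66e-10) and macrophage markers in 2 of 17 (17 when adjusted over the list alone; median 2.34, camera adjusted p = 5.04e-10). Stromal markers rose in 1 of 12 (9 when adjusted over the list alone; median 1.81, camera adjusted p = 3.18e-05). Each of these 3 lists had adjusted p = 0.339 with an estimated correlation. Without the third day 14 mouse their medians were 1.09, 1.59 and 1.35. Without day 14 unbound replicate 3 alone the calls of Retnla, Serpina1d, Vcam1, Ccl2, Col1a1 and Lyz2 ended (adjusted p = 0.0534 to 0.323). Without 1 sham unbound library those of Col1a1 and Lyz2 ended in each case, and that of Ccl2 without sham unbound replicate 3 (up to 0.139).

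By limma 150 unbound genes were called at day 7 (125 higher, 83.3%; 74.9% and 71.3% after median-ratio rescaling and quantile normalization) and 169 at day 14 (135 higher, 79.9%; 67% and 63.7%). Without both libraries of the third day 14 mouse these counts were 970 and 88, and with only the compared groups in the fit 2042 and 3. The day 7 count lay between 18 (without day 7 unbound replicate 3) and 57 (without replicate 1) in every fit leaving out 1 library. At day 14 it was 9 without day 14 unbound replicate 3, 73 without replicate 1, 381 without replicate 2, and 25, 31 and 22 without sham unbound replicates 1, 2 and 3. Of the named genes called, 11 of 43 at day 7 and 5 of 35 at day 14 kept their calls in every such fit. Over the 4 times, F-tests called 3699 genes in bound and 1347 in unbound RNA. Fits of each fraction alone gave 1044 and 3079, so the order reversed.

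**Figure D2:**
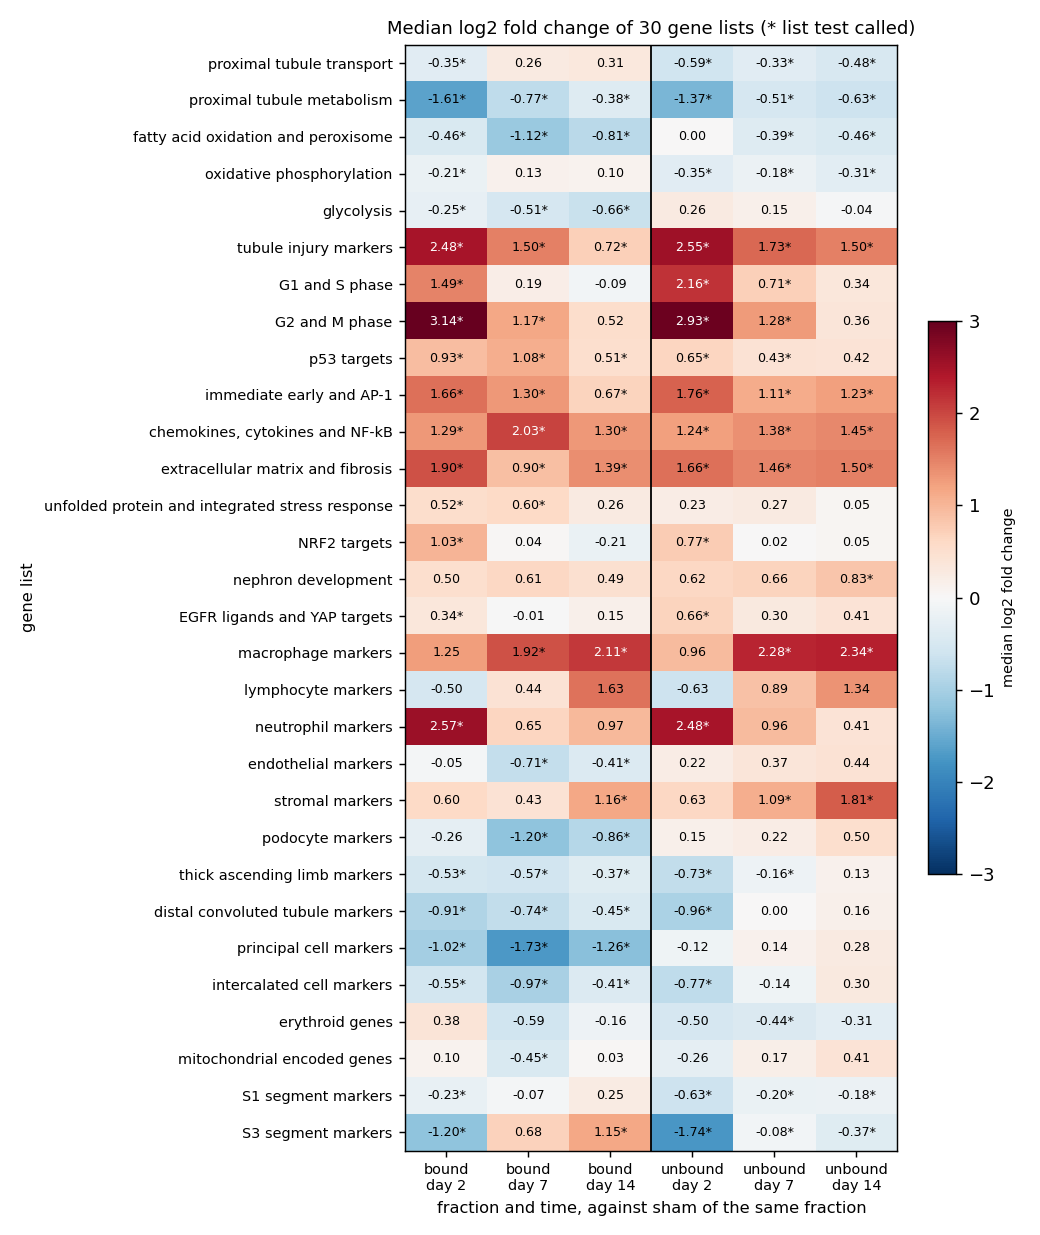
Median log2 fold change of 30 gene lists (vertical axis) in bound and unbound RNA at day 2, day 7 and day 14 against sham of the same fraction (horizontal axis); stars mark lists called by camera with a preset correlation. The G2 and M phase median is 3.14 in bound and 2.93 in unbound RNA at day 2, and principal cell markers are at -1.73 in bound and 0.14 in unbound RNA at day 7.

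In sham kidneys the bound and unbound fractions differed most. The largest differences toward bound RNA included Myh9 at 525 ± 144 against 8.72 ± 0.609 RPKM (log2 fold 5.80, SE 0.62, adjusted p = 4.59e-06) and Actn4 at 1013 against 19.4 RPKM (5.65, adjusted p = 2.07e-06). Dbn1 (5.59), Myh10 (5.54), Tmod3 (5.36), Myh14 (5.33), Sptan1 (5.33) and Gsn (5.19) followed. Podocyte markers were higher in 10 of 12 cases (10 when adjusted over the list alone; median 1.85, camera adjusted p = 1.72e-05, adjusted p = 0.706 with an estimated correlation), with Cdkn1c (3.18) and Nphs1 (2.81). Principal cell markers were higher in 6 of 10 (8 when adjusted over the list alone; median 1.47, camera adjusted p = 0.00295, adjusted p = 0.828 with an estimated correlation), with a median of 0.76 without sham bound replicate 3. Aqp2 stood at 168 ± 162 against 17.7 ± 4.10 RPKM (2.71, adjusted p = 0.00783). Lower in bound RNA were all 7 tested mitochondrial encoded genes (7 when adjusted over the list alone; median -2.26, camera adjusted p = 1.76e-07, adjusted p = 0.706 with an estimated correlation). For mt-Nd1 the levels were 445 ± 110 against 2871 ± 665 RPKM (-2.70, SE 0.36, adjusted p = 3.86e-05), and mt-Nd2 was lower by a like amount (-2.71). Proximal tubule transport genes were lower in 18 of 27 (21 when adjusted over the list alone; median -1.26, camera adjusted p = 1.23e-07, adjusted p = 0.706 with an estimated correlation), with Slc13a1 (-1.67), Slc5a1 (-1.65) and Slc34a1 (-1.26, adjusted p = 0.0209). S1 markers were lower in 6 of 9 cases (7 when adjusted over the list alone; median -1.14, camera adjusted p = 0.00397) and S3 markers in 6 of 11 (8 when adjusted over the list alone; median -1.63, camera adjusted p = 0.00269), both with adjusted p = 0.75 with an estimated correlation. At day 2 Myh9 varied widely in bound RNA, at 1668, 866 and 86.0 RPKM, against 390.4 to 676 RPKM in the sham bound libraries. Spearman's rho across genes between this difference and exon length was 0.35, and the genes are not independent replicates.

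Limma called 3783 genes between the sham fractions, 2008 higher and 1775 lower in bound RNA, and 5391 in the paired fit (2880 and 2511). There Havcr1, the gene meant to mark the tagged cells, was lower in bound RNA (-1.47, paired adjusted p = 0.00384), as was Cd68 (-1.21, 0.0264). Without sham bound replicate 3 the S1, S3 (adjusted p = 0.0537 each) and principal cell (0.0768) list calls ended, and the calls of Slc34a1 and Lcn2 (1.88, adjusted p = 0.035) ended without 1 library (adjusted p up to 0.0645 and 0.15).

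After injury Myh9 stayed higher and mitochondrial encoded genes stayed lower in bound RNA. Myh9 had a log2 fold of 4.56 at day 2, 5.86 at day 7 and 4.51 at day 14 (adjusted p = 0.00047, 1.86e-05 and 0.000541), and Actn4, Dbn1 and Myh10 also passed at each time. Mitochondrial encoded genes were lower in bound RNA in 6 of 7 cases at day 2 (7 when adjusted over the list alone; median -1.92, camera adjusted p = 7.03e-12, adjusted p = 0.217 with an estimated correlation). All 7 were lower at day 7 (7 when adjusted over the list alone; median -2.93, camera adjusted p = 2.47e-20, adjusted p = 0.0289 with an estimated correlation). At day 14 again all 7 were lower (7 when adjusted over the list alone; median -2.65, camera adjusted p = 1.16e-23, adjusted p = 0.0148 with an estimated correlation). Thick ascending limb markers were lower in bound RNA in 6 of 11 cases at day 7 (10 when adjusted over the list alone; median -1.56, camera adjusted p = 1.25e-11, adjusted p = 0.031 with an estimated correlation). Umod stood at 248 ± 84.5 against 722 ± 139 RPKM (log2 fold -1.58, adjusted p = 0.0217), and Slc12a1 was lower by -1.64. At day 14 the markers of this limb were lower in 3 of 11 (10 when adjusted over the list alone; median -1.17, camera adjusted p = 1.67e-11, adjusted p = 0.0324 with an estimated correlation). These mitochondrial and thick limb calls at day 7 and day 14 were the only 4 of 207 list calls that held with an estimated correlation. In the paired fit they did not hold with it: adjusted p was 0.18 at day 7 and 0.289 at day 14 for the mitochondrial list and 0.18 and 0.298 for the thick limb list. Intercalated cell markers were lower at day 7 in 5 of 11 (9 when adjusted over the list alone; median -1.22, camera adjusted p = 1.34e-09, adjusted p = 0.0702 with an estimated correlation). At day 14 they were lower in 2 of 11 (8 when adjusted over the list alone; median -1.09, camera adjusted p = 1.87e-09, adjusted p = 0.074 with an estimated correlation). Podocyte markers were higher in bound RNA at day 2 in 3 of 12 (7 when adjusted over the list alone; median 1.28, camera adjusted p = 6.28e-07, adjusted p = 0.732 with an estimated correlation), with a median of 0.79 without day 2 bound replicate 3. Injury markers were higher in bound RNA at day 7 in 2 of 32 (8 when adjusted over the list alone; median 0.61, camera adjusted p = 0.000102, adjusted p = 0.592 with an estimated correlation).

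With bound and unbound of a mouse taken as a pair, further injury genes stood higher in bound RNA: Krt20 at day 2 (1.53, paired adjusted p = 0.00619), day 7 (1.86, 0.00115) and day 14 (1.17, 0.0348). Havcr1 (1.34, 0.023), Cdkn1a (1.59, 0.00518), Phlda3 (1.49, 0.00372) and Vcam1 (0.75, 0.04) did so at day 7. Slc34a1 stood lower at day 2 (-0.90, 0.0201) and day 7 (-1.01, 0.00915), and Umod at day 14 (-1.28, 0.0224). By limma 230 genes differed at day 2, 323 at day 7 and 112 at day 14, and 1304, 1563 and 359 as pairs. The unpaired counts ranged from 57 (without day 2 unbound replicate 3) to 1191 (without day 2 bound replicate 3) at day 2 and from 83 (without day 7 unbound replicate 2) to 200 (without day 7 bound replicate 1) at day 7. At day 14 they ranged from 51 (without day 14 unbound replicate 1) to 351 (without day 14 bound replicate 3). The Umod call at day 7 ended without 1 library (adjusted p up to 0.141).

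**Figure D3:**
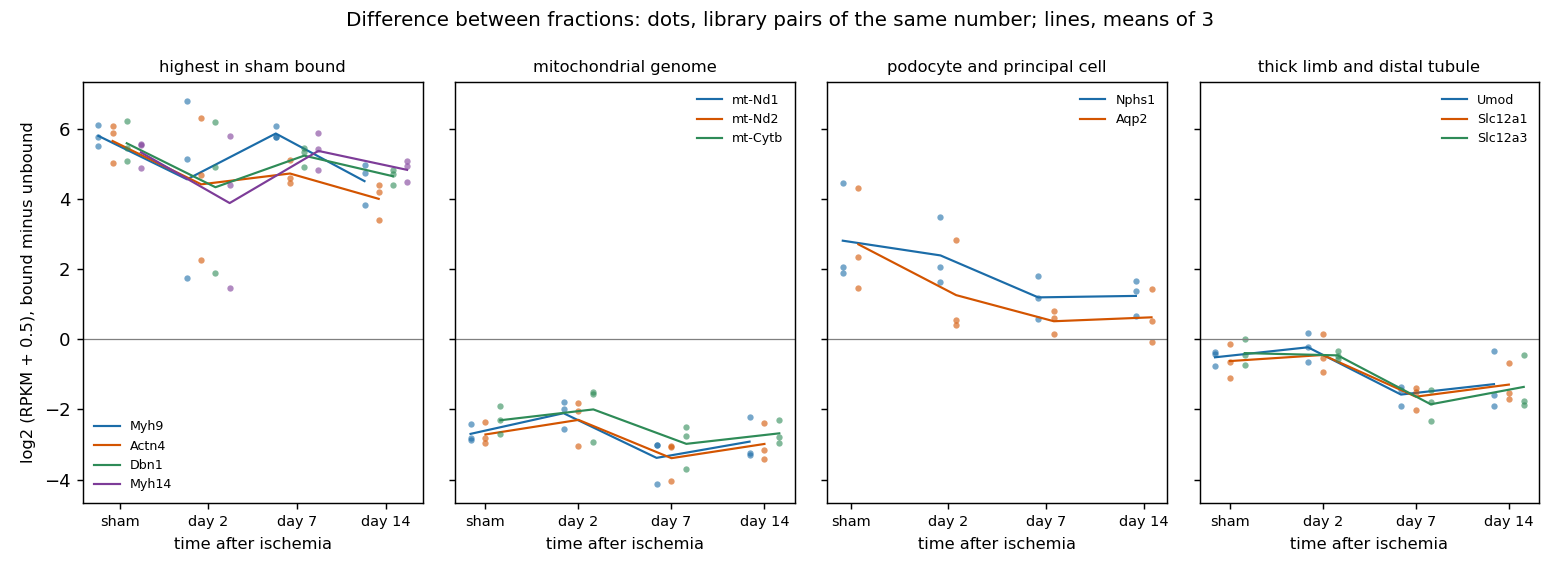
Bound minus unbound log2 (RPKM + 0.5) for 12 genes in sham mice and at 3 times after injury; dots are pairs of libraries with the same number and lines join means of 3. Myh9 stays above 4 at each time on average, mt-Nd1 lies at -2.70 in sham and -3.38 at day 7, and Umod lies at -1.58 at day 7.

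Whether genes changed differently in the 2 fractions was tested as an interaction. At day 7, 20 genes passed (8 up and 12 down in bound relative to unbound). Srd5a1 (log2 difference 2.23, SE 0.45, adjusted p = 0.0476), Tmem176a (1.92), Slc51b (1.92), Slc16a11 (1.79), Tmem176b (1.77) and Plgrkt (1.53) were among the former. Shroom4 (-3.01), Ranbp2 (-2.66), Arhgap18 (-2.50), Rapgef3 (-2.49), Spire2 (-2.18, adjusted p = 0.000729), Tollip (-2.17) and Cttn (-2.10) were among the latter. At day 14, 27 genes passed (12 up and 15 down), with Calml4 (2.74), Dbi (2.38) and Rida (2.26) up and Rapgef3 (-2.43), Arhgap18 (-2.42) and Tollip (-2.25) down. At day 2 limma called 0 genes, with 758 at an unadjusted p under 0.05, and limma-voom 0. The day 2 count was 111 without day 2 bound replicate 1 and 366 with array weights. Taken as pairs, 722 genes passed at day 7 (334 up), 862 at day 14 (466 up) and 0 at day 2. Among the pairs, Havcr1 rose more in bound than in unbound RNA at day 7 (2.81, paired adjusted p = 0.0189) and day 14 (2.00, 0.0307). So did Cdkn1a (1.73, 0.037), Phlda3 (1.76, 0.0257), Ccl2 (1.99, 0.0189), Tnfrsf12a (1.95, 0.0199) and Sprr1a (2.28, 0.0368) at day 7. Lcn2 changed the other way (-2.40 at day 7, 0.0199). Rescaling moved the share of calls up from 40% to 21.4% (median-ratio) or 56.2% (quantile) at day 7, and from 44.4% to 71.4% (quantile) at day 14. Leaving out 1 library gave a day 7 count of 14 without sham bound replicate 1, 199 without sham bound replicate 3 and 3 to 9 in the other fits. The day 14 count was 2 in most such fits, 13 and 136 without sham bound replicates 1 and 3, and 1821 without day 14 bound replicate 3. Of the named genes called, 2 of 14 at day 7 and 2 of 16 at day 14 kept their calls in every such fit.

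As lists, proximal tubule transport genes changed more upward in bound than in unbound RNA at day 2 (median difference 0.48, camera adjusted p = 0.003, adjusted p = 0.997 with an estimated correlation), day 7 (0.76, 0.00106, and 0.799) and day 14 (0.86, 1.01e-05, and 0.851). S3 markers did likewise at day 2 (0.76, 0.00145, and 0.997), day 7 (1.0, 0.0017, and 0.65) and day 14 (1.35, 5.73e-05, and 0.851). Principal cell (-1.86, 4.2e-05), podocyte (-1.47, 4.2e-05) and endothelial markers (-0.99, 4.2e-05) changed more downward in bound RNA at day 7, each with adjusted p = 0.615 with an estimated correlation. The same lists did so at day 14 (-1.56, 0.000467; -1.58, 5.73e-05; -0.85, 0.0023), each with adjusted p = 0.851 with an estimated correlation. P53 targets changed more upward at day 7 (0.49, camera adjusted p = 0.00159, adjusted p = 0.615 with an estimated correlation). In the sham groups behind these differences, principal cell and podocyte markers stood higher and transport genes lower in bound RNA. The day 2 transport and S3 calls ended without sham bound replicate 3 (0.28, adjusted p = 0.397, and 0.57, 0.177), day 2 bound replicate 1 (0.297 and 0.228) or day 2 unbound replicate 2 (0.28, adjusted p = 0.368, and 0.57, 0.0536). The day 2 transport median was 0.73 without day 2 unbound replicate 1, and the day 2 S3 median was 1.15 without sham bound replicate 1 and 0.41 without sham unbound replicate 1. Without sham bound replicate 3 the day 7 transport and S3 calls ended (adjusted p = 0.0707 and 0.0692), and the medians were -1.0 and -0.85 for principal cell and -0.91 and -0.95 for podocyte markers at day 7 and day 14. The day 7 S3 median was 0.56 without day 7 bound replicate 1. At day 14 the transport median was 0.49 without day 14 bound replicate 2 and 0.56 without day 14 unbound replicate 3, and the endothelial median was -0.50 and -1.31 without day 14 bound replicates 1 and 3. Without the latter the day 14 principal cell call ended (0.0612).

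Many of the genes named here share exon sequence with another annotated gene on the same strand (Akr1c14, Apoc2, Cd74, Col3a1, Cyp2d9, Cyp2d12, Foxm1, Gata3, Pfkm, Spp1, Srd5a1, mt-Nd1 and mt-Nd2). Others share it with a gene on the opposite strand, among them Actn4, Atf5, Cdca8, Cdkn1a, Cdkn1c, Col4a1, Egf, Fn1, Fosl1, Gins2, Hadha, Hk1, Myh14, Ndufs1, Nphs1, Rapgef3, Slc34a1, Slc51b, Slc5a2, Tmem176a, Tmem176b, Ube2c, Umod and Vcam1.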

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

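Tests chosen only after the result was seen are those of gene length, which removed the trend with exon length, of proximal tubule RNA alone, a fault of 1 library, low depth and library scaling.

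The results of this paragraph and the next were picked out because a test of the difference between fractions called them. At day 2 no gene passed, and the lists were proximal tubule transport (median difference 0.48), S3 segment (0.76), fatty acid oxidation and peroxisome (-0.45), glycolysis (-0.30) and principal cell (-0.87). At day 7, 20 genes passed, among them Srd5a1 (2.23), Slc51b (1.92), Tmem176a (1.92), Slc16a11 (1.79), Tmem176b (1.77), Plgrkt (1.53), Cttn (-2.10), Tollip (-2.17), Spire2 (-2.18), Rapgef3 (-2.49), Arhgap18 (-2.50), Ranbp2 (-2.66) and Shroom4 (-3.01). The day 7 lists were proximal tubule transport (0.76), S3 segment (1.0), p53 targets (0.49), unfolded protein and integrated stress response (0.29), glycolysis (-0.37), fatty acid oxidation and peroxisome (-0.59), intercalated cell (-0.69), endothelial (-0.99), distal convoluted tubule (-1.15), podocyte (-1.47) and principal cell (-1.86).

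At day 14, 27 genes passed, among them Calml4 (2.74), Dbi (2.38), Rida (2.26), Slc51b (1.98), Npm3 (1.78), Tmem176a (1.78), C1d (1.60), Cd302 (1.51), Bms1 (-1.75), Ddx42 (-1.80), Spire2 (-2.12), Tollip (-2.25), Ranbp2 (-2.35), Arhgap18 (-2.42) and Rapgef3 (-2.43). The day 14 lists were proximal tubule transport (0.86), S3 segment (1.35), oxidative phosphorylation (0.54), unfolded protein and integrated stress response (0.27), glycolysis (-0.40), intercalated cell (-0.57), endothelial (-0.85), principal cell (-1.56) and podocyte (-1.58). Of the named genes called in an interaction, Spire2 and Tollip kept their calls at day 7 and at day 14 in all 12 fits that left out 1 library. Of the lists, 1 of 5 at day 2 (glycolysis), 6 of 11 at day 7 and 5 of 9 at day 14 kept their calls in every such fit. The calls that ended were those of transport, S3, fatty acid oxidation and principal cell genes at day 2, of transport, S3, fatty acid oxidation, stress response and distal convoluted tubule genes at day 7, and of oxidative phosphorylation, stress response, intercalated cell and principal cell genes at day 14. Without sham bound replicate 3 the principal cell medians were -0.08, -1.0 and -0.85 at day 2, day 7 and day 14, and the podocyte medians -0.91 and -0.95 at day 7 and day 14. Without the third day 14 mouse the day 14 medians of intercalated cell and glycolysis genes were -1.08 and -0.63, and the stress response call ended (adjusted p = 0.0894). In the paired fit the day 7 fatty acid oxidation call (adjusted p = 0.0509) and the day 14 unfolded protein and integrated stress response call (0.0518) ended. None of the interaction list calls held with an estimated correlation, the lowest adjusted p being 0.485 (glycolysis, day 2) and, in the paired fit, 0.237 (p53 targets, day 7).

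More genes differed between fractions in sham (3783) than at day 2 (230), day 7 (323) or day 14 (112). Gene length bias is argued against as the whole cause, since 3398 genes were called in sham after each library's trend with exon length was removed, as is proximal tubule RNA alone in the sham bound fraction, since 79 markers of other kidney cells had a median of 0.11 there (bootstrap interval -0.03 to 0.34). RNA held by the beads without the tag, making up more of the bound fraction where few cells carry the tag, stays open. The 161 genes higher in bound RNA at day 2, chosen on libraries that the test did not use, changed by -0.91 (median) in bound relative to unbound RNA from sham to day 7 (bootstrap interval -0.99 to -0.78), against -0.09 over all genes. Of these, 153 were also higher in bound RNA in sham, so this value follows from the pattern itself and does not tell the explanations apart. A difference in which cells carried the tag in sham and injured kidneys stays open as untested, and an interaction may reflect either the injury or the sham bound fraction.

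The third day 14 mouse stood apart in both fractions. A fault of 1 library is argued against by an r of 0.67 between the deviations of its bound and unbound libraries, and low depth by 0 of its libraries lying below the lowest depth of the other 22. A mouse of another time under a wrong label stays open. Its r with the mean of day 7 was 0.923 in bound and 0.952 in unbound RNA, below the lowest r of day 7 libraries with their partners (0.978 and 0.983). Its r with the other day 14 libraries, 0.901 and 0.941, lay below theirs too (0.975 and 0.98), so its own label fails the same test.

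More genes were higher than lower against sham, 67% of the calls over 6 comparisons. Library scaling stays open. The share was 47% after median-ratio rescaling, but that rescaling puts the median of each comparison between -0.04 and 0.02 and so pulls the share toward 50% whatever the cause. More were still higher in unbound RNA at day 7 (83.3%, then 74.9% after median-ratio rescaling and 71.3% after quantile normalization) and day 14 (79.9%, then 67% and 63.7%). The lower binomial limits of these 4 rescaled shares ran from 54.6% to 68%, and genes are not independent, so scaling is not excluded there. No biological explanation of the excess was tested.

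The libraries of a comparison split into 3 and 3 in 10 ways, the real one included, too few for a share under 0.05. The counts as real and highest other were 2718 and 3265 (bound, day 2), 3116 and 0 (bound, day 7), 1824 and 1265 (bound, day 14), 2030 and 0, 150 and 0, and 169 and 0 (unbound, day 2, day 7 and day 14), 973 and 1 (bound, day 7 against day 2) and 0 and 0 (bound, day 14 against day 7). For the fractions they were 3783 and 0 (sham), 230 and 1 (day 2), 323 and 0 (day 7) and 112 and 1270 (day 14), and for the interactions 0 and 16 (day 2), 20 and 0 (day 7) and 27 and 0 (day 14). The number of splits with a count as large, the real one included, was 2 for bound at day 2, 3 for fractions at day 14, 10 for bound day 14 against day 7 and for the day 2 interaction, and 1 for each of the others. Splits with more calls than the real one point to a structure of the samples: in bound at day 2 the split set day 2 bound replicate 1 with sham bound replicates 1 and 2, in the day 14 fractions it set both libraries of the third mouse with day 14 unbound replicate 1, and in the day 2 interaction it set the first day 2 mouse with the first and second sham mice. Among the 4 splits of the fractions that part all pairs, the highest other counts were 0 (sham), 1 (day 2), 0 (day 7) and 1 (day 14). Over the 4 times chance can be excluded in both fractions: 1 of 100 drawn splits, the real one, gave as many genes, with 3699 against a highest other of 3539 in bound and 1347 against 888 in unbound RNA.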

How the results depend on the processing

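Tests chosen only after the results were seen are those without the third day 14 mouse, with limma-voom on approximate reads and with the trend with exon length removed. For each change of a count below, the cause was not tested, except that fits of fewer libraries have fewer degrees of freedom. Counts not given stayed within 1.5 times the reported ones under that setting.

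With a pseudocount of 1 the count in unbound RNA at day 14 was 108, and with a pseudocount of 0.1 the day 7 interaction gave 13. With no filter the counts were 65 in unbound RNA at day 7 and 65 at day 14, 5 in bound day 14 against day 7, and 1 and 3 in the day 2 and day 14 interactions. Median-ratio rescaling gave 9 in the day 14 interaction, and quantile normalization gave 14 there and 4 in bound day 14 against day 7. Limma-voom gave 46 in unbound RNA at day 7 and 46 at day 14. With the length trend removed, the sham fractions gave 3398.

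With only the compared groups in the fit, the counts were 463 (bound, day 2), 21 (bound, day 14), 3254, 2042 and 3 (unbound, day 2, day 7 and day 14), 406 (bound, day 7 against day 2), 0, 2133 and 39 (fractions at day 2, day 7 and day 14), 913 and 1 (interactions at day 7 and day 14), and 1044 and 3079 (F-tests, bound and unbound). With array weights they were 5611, 5330 and 4819 (bound, day 2, day 7 and day 14), 4166, 3051 and 2409 (unbound), 4035 (bound, day 7 against day 2), 650 (bound, day 14 against day 7), 1840, 3433 and 2063 (fractions at day 2, day 7 and day 14), 366, 3037 and 3915 (interactions) and 8021 and 5204 (F-tests). The lowest array weights were 0.14 (day 14 bound replicate 3), 0.20 (sham bound replicate 3), 0.24 (day 2 bound replicate 1) and 0.32 (day 14 unbound replicate 3).

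With the replicate block the counts were 276 and 330 (unbound, day 7 and day 14) and 4 (bound, day 14 against day 7), and, with bound and unbound paired, 1304, 1563 and 359 (fractions at day 2, day 7 and day 14) and 722 and 862 (interactions at day 7 and day 14).

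Without both libraries of the third day 14 mouse the counts were 2855 (bound, day 14), 3060, 970 and 88 (unbound, day 2, day 7 and day 14), 1676 (bound, day 7 against day 2), 12 (bound, day 14 against day 7), 632 and 780 (fractions at day 2 and day 7), 1, 398 and 691 (interactions at day 2, day 7 and day 14) and 5600 and 2282 (F-tests). Without that mouse the day 14 bound calls of proximal tubule metabolism (adjusted p = 0.729), immediate early and AP-1 genes (0.239) and stromal markers (0.239) ended.

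Leaving out 1 library at a time gave 1349 to 4073 (without day 2 bound replicate 1) for bound at day 2. It gave 1915 to 3808 (without sham bound replicate 3) at day 7. At day 14 it gave 788 to 2636 (without day 14 bound replicate 3). In unbound RNA it gave 858 to 2003, 18 to 57 and 9 to 381. For bound day 7 against day 2 it gave 427 (without day 7 bound replicate 2) to 1429 (without day 2 bound replicate 3), and for day 14 against day 7 it gave 0 to 6 (without day 7 bound replicate 1). Fractions ran from 57 to 1191, 83 to 200 and 51 to 351 at day 2, day 7 and day 14. Interactions ran from 0 to 111, 3 to 199 and 2 to 1821. Most libraries left out are named above. The sham fractions ran from 2699 to 4149, and the F-tests from 2488 to 5192 (bound) and 663 to 1385 (unbound).

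No named gene reversed under any setting that was run. Between bound day 14 and day 7, the test of endothelial markers turned with array weights (median -0.19). Over the fits that left out 1 library, medians there ran from -0.52 (without day 14 bound replicate 3) to 0.86 for matrix genes, from -0.64 to 1.0 for macrophage markers and from -0.15 to 0.59 for endothelial markers. With both libraries of that mouse left out they were -0.52, -0.64 and -0.15 as well. Proximal tubule transport ran from -0.18 (without day 14 bound replicate 2) to 0.37 there, and against sham at day 14 from -0.07 to 0.66, with S1 markers from -0.31 to 0.58. Between fractions at day 14 proximal tubule transport ran from -0.65 to 0.04 (without day 14 bound replicate 3). For proximal tubule metabolism (-0.12 to 0.44), fatty acid oxidation (0.07 to 0.34) and macrophage markers (-1.94 to -0.10) the test turned without day 14 unbound replicate 3, at -0.12, 0.07 and -0.10. Erythroid genes in unbound RNA at day 7 ran from -1.14 to 0.68 (without sham unbound replicate 2). The cause was not tested.

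Of 207 list calls, 203 ended with an estimated correlation, 26 with array weights, 21 without the third day 14 mouse, 19 with quantile normalization, 15 of 203 with the stricter filter, 14 with only the compared groups and 9 or fewer under each other setting applied to all libraries. Of 748 calls of named genes, 248 ended with only the compared groups, 137 with no filter, 80 with quantile normalization, 75 with limma-voom, 51 with median-ratio rescaling and 0 with the replicate block, while 574 were gained with array weights and 295 with the replicate block.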

Other observations

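The library pairs of a mouse carried shared deviations (r 0.27 to 0.67 in all 12 mice). Principal cell markers varied widely among the sham bound libraries. Aqp2 was at 39.2, 114 and 350.1 RPKM there and at 36.8, 25.6 and 348 RPKM in the day 2 bound libraries, against 13.9 to 22.1 RPKM in sham unbound.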
